# Let-7b regulates the expression of the growth hormone receptor gene in deletion-type dwarf chickens

**DOI:** 10.1186/1471-2164-13-306

**Published:** 2012-07-10

**Authors:** Shumao Lin, Hongmei Li, Heping Mu, Wen Luo, Ying Li, Xinzheng Jia, Sibing Wang, Xiaolu Jia, Qinghua Nie, Yugu Li, Xiquan Zhang

## Abstract

**Background:**

A deletion mutation in the growth hormone receptor (*GHR*) gene results in the inhibition of skeletal muscle growth and fat deposition in dwarf chickens. We used microarray techniques to determine microRNA (miRNA) and mRNA expression profiles of *GHR* in the skeletal muscles of 14-day-old embryos as well as 7-week-old deletion-type dwarf and normal-type chickens. Our aim was to elucidate the miRNA regulation of *GHR* expression with respect to growth inhibition and fat deposition.

**Results:**

At the same developmental stages, different expression profiles in skeletal muscles of dwarf and normal chickens occurred for four miRNAs (miR-1623, miR-181b, let-7b, and miR-128). At different developmental stages, there was a significant difference in the expression profiles of a greater number of miRNAs. Eleven miRNAs were up-regulated and 18 down-regulated in the 7-week-old dwarf chickens when compared with profiles in 14-day-old embryos. In 7-week-old normal chickens, seven miRNAs were up-regulated and nine down-regulated compared with those in 14-day-old embryos. In skeletal muscles, 22 genes were up-regulated and 33 down-regulated in 14-day-old embryos compared with 7-week-old dwarf chickens. Sixty-five mRNAs were up-regulated and 108 down-regulated in 14-day-old embryos as compared with 7-week-old normal chickens. Thirty-four differentially expressed miRNAs were grouped into 18 categories based on overlapping seed and target sequences. Only let-7b was found to be complementary to its target in the 3′ untranslated region of *GHR*, and was able to inhibit its expression. Kyoto Encyclopedia of Genes and Genomes pathway analysis and quantitative polymerase chain reactions indicated there were three main signaling pathways regulating skeletal muscle growth and fat deposition of chickens. These were influenced by let-7b-regulated *GHR*. Suppression of the cytokine signaling 3 (*SOCS3*) gene was found to be involved in the signaling pathway of adipocytokines.

**Conclusions:**

There is a critical miRNA, let-7b, involved in the regulation of *GHR*. *SOCS3* plays a critical role in regulating skeletal muscle growth and fat deposition *via* let-7b-mediated *GHR* expression.

## Background

The complete growth and development of chickens is mainly dependent on the “hypothalamus-pituitary-target organ” pathway [1,2]. Depending on the needs of the body, the hypothalamus secretes growth hormone-releasing hormone and somatostatin. These play dual roles in the modulation and control of pituitary and growth hormone (GH) secretion [3,4]. GH circulates back to the liver *via* the blood and complexes with the GH receptor (GHR) on the liver cell surface to initiate intracellular signaling mechanisms that promote the expression of insulin-like growth factors (IGFs). IGFs circulate to the local tissues of the body through the bloodstream and promote cell growth and differentiation [5].

Skeletal muscle is the major target organ of GH. GH can act directly on the GHRs of skeletal muscle, producing paracrine and autocrine IGF-1 to regulate muscle growth and development [6,7]. Hodik and Vasilatos-Younken *et al.* showed that chicken GH can affect skeletal muscle cell proliferation and differentiation, regulates skeletal muscle abundance, and is involved in muscle metabolic regulation [8,9]. GHR is part of the GH-GHR-IGF growth axis, which regulates the expression of IGFs by mediating GH. Thus, it plays a role in regulating skeletal muscle growth and development.

Studies indicate that the sex-linked dwarf chicken (SLD) phenotype is caused by a mutation in the *GHR* gene. Point and deletion mutations, structural gene mutations, and mutations within the *GHR* regulatory region are all thought to be involved in conferring the SLD phenotype [10-13]. Of all these types of mutations, the deletion mutation is believed to be the main cause of this phenotype. Agarwal *et al.* found that that the deletion mutation exhibited a 1.7-kb deletion between exon 10 and the 3' untranslated region (3' UTR) of *GHR*[10]. The mutation results in a decrease in the number of muscle fibers and fiber diameter [11]. Dwarf chickens also present with increased carcass lipid content, which could be a result of increased lipogenesis and decreased energy expenditure [14]. Another study suggested that in laying hens, dwarfism reduces the adipose tissue lipid mobilization and likely also reduces *de novo* lipogenesis in the liver [15]. Expression of *GHR* mRNA is significantly up-regulated in dwarf chickens compared with normal chickens [16].

Dwarf phenotypes have been found in humans, mice, cattle, pigs, and other mammals [2,17-19]. Among them, the most studied is Laron syndrome in humans. Laron syndrome is familial dwarfism that was first reported in 1966, in which the serum GH level is normal, but IGF-1 levels are low [17]. Many studies have indicated that most cases of human Laron syndrome are caused by defects in *GHR*. Various types of mutations have been noted in *GHR*, leading to GHR extra-cellular domain inactivation. All of these can affect the binding of GHR and GH, and leads to interruption of GH signal transduction and a subsequent inability for GH to play its normal role [20-29].

Karen *et al.* found that the lifespan of mice was significantly prolonged after *GHR* was knocked out, but that growth was retarded. While IGF-1, IGFBP-1, IGFBP-3, and IGFBP-4 levels were significantly lower, IGFBP-2 levels were significantly increased, indicating that *GHR* defects led to GH signal transduction obstruction, significantly affecting phenotype [30]. Mavalli *et al.* found that defective skeletal muscle development in both *GHR* and *IGF-1R* mutants was attributable to diminished myoblast fusion and associated with compromised nuclear factor import and activity in activated T cells. Both mutants exhibited impaired skeletal muscle development, characterized by reductions in myofiber number and area as well as accompanying deficiencies in functional performance [31].

The above studies indicated that mutations in *GHR* could lead to the obstruction of normal human and animal skeletal muscle growth and fat deposition by causing GH signal transduction obstruction. However, the molecular mechanisms underlying the expression of *GHR* and its regulation of chicken skeletal muscle growth and fat deposition remain unclear.

Recently microRNAs (miRNAs) have been reported to be widespread endogenous noncoding RNA molecules involved in the regulation of gene expression [32,33]. In cells, miRNAs pair with a complementary target sequence in target mRNA 3' UTR to mediate the regulation of target gene expression [34]. These miRNAs are thought be involved in a series of important life processes, including development, neural differentiation, cell proliferation, cell apoptosis and fat metabolism [35]. Using the loss- and gain-of-function method, Kwon *et al.* showed that miRNA-1 of the ancient muscle-specific gene in *Drosophila* regulates functions of the heart and muscle-specific genes *via* their interaction with members of the Notch signaling pathway [36]. Clop *et al.* found that a point mutation within the 3' UTR of *GDF8* in Texel sheep resulted in a target site that allowed miR-1 and miR-206 to act simultaneously. This caused a reduction in the expression of the miRNA-mediated myostatin gene (*MSTN*) post-transcriptionally, leading to muscle hypertrophy [37]. Chen *et al.* demonstrated that miR-1 promotes differentiation of myoblasts into mature muscle cells by acting on *HDAC4*, inhibiting myoblast proliferation. The miRNA miR-133 promotes myoblast proliferation through the *SRF* gene, inhibiting myoblast differentiation [38]. These studies have suggested that there is further scope for understanding molecular mechanisms that regulate *GHR* expression.

In our study, we applied microarray technology to determine the miRNA and mRNA expression profiles in the skeletal muscles of dwarf and normal chickens at different stages of development. Critical miRNAs associated with *GHR* expression and the ways in which they regulate skeletal muscle growth and fat deposition were identified.

## Results

### Differential miRNA expression profiles in skeletal muscle of dwarf and normal chickens

Using signal values greater than 32 as the standard, a total of 124 miRNAs were detected in 22.9% of skeletal muscles of 14-day-old embryos from dwarf chickens. In normal chickens, 125 miRNAs were detected at a rate of 23.1%. 

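The miRNA levels at 7 weeks of age were measured in leg muscle with 3 two-colour arrays, each hybridized with 1 pool of RNA from dwarf chickens and 1 pool from normal recessive White Rock chickens. There were 3 pools for each strain, and each pool held RNA from 3 individuals, so 9 chickens were used for each strain. On arrays 1 and 3 the normal pool carried the Cy3 dye and the dwarf pool the Cy5 dye, and on array 2 the dyes were swapped. Each array had 3968 spots. Of these, 3252 held probes for 542 chicken miRNAs, with 6 spots for every miRNA, and the rest were 408 empty spots, 16 other blank spots, 268 spike-in spots and 24 spots for 5S rRNA. For the isolation of RNA the paper's methods name TRIzol and a cleanup kit, while the sample records name a kit from another maker. The authors deposited the mean intensity of each spot in each dye as scanned, without background subtraction or normalization. The background was estimated for each array and dye as a smooth surface over the rows and columns of the array, fitted through the miRNA spots, most of which showed no hybridization. The median background was 829.7 in Cy3 and 51.4 in Cy5 on array 1, 304 in Cy3 and 44.3 in Cy5 on array 2, and 698 in Cy3 and 53.2 in Cy5 on array 3. For signals, the background was subtracted, a loess curve was taken out within each array, and the 3 arrays were brought to one median. For ratios, the background was corrected with the normexp method and an offset of 50, loess was applied within each array, the 6 spots of a miRNA were averaged on the log2 scale, and the ratio of array 2 was turned so that every ratio was dwarf over normal. The offset draws the log2 ratios of dim miRNAs toward 0, and the number of arrays limits the precision of every value.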

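With a signal above 32, averaged over the 3 pools of a strain, as the standard, 97 of the 542 miRNAs on the array (17.9%) were detected in dwarf chickens and 78 (14.4%) in normal chickens. All 78 miRNAs detected in normal chickens were also detected in dwarf chickens. The other 19 were dim. Their median signal in dwarf chickens was 46.6, and 1 of them was above 32 in all 3 dwarf pools. Counted pool by pool, 136, 73 and 104 miRNAs were above 32 in the dwarf pools of arrays 1, 2 and 3, and 78, 76 and 81 in the normal pools. The spread between the dwarf pools was larger than the difference between the strains. Whether the number detected per pool differed between the strains is undecided, since the two-sided exact permutation test of 3 pools against 3 (p = 0.4) cannot give a p under 0.1. That test also weighs neither the dye nor the pairing by array. On every array the Cy5 pool had the higher count. It was the dwarf pool on arrays 1 and 3 and the normal pool on array 2. Before loess and scaling the order was reversed, with 98, 99 and 93 miRNAs above 32 in Cy3 and 52, 73 and 76 in Cy5. The gap between the strains therefore cannot be told apart from an effect of dye and normalization. The count in dwarf chickens moved most, to 59, when a mean signal above 100 was required, and the count in normal chickens was then 57. The gap between the strains depended on the setting. It stayed with a signal above 32 in at least 2 of the 3 pools (96 in dwarf and 75 in normal chickens), without array 2 (117 and 80) and without array 3 (99 and 77), and was small without array 1 (85 and 82). It was absent or small with 70 miRNAs in both strains when every pool had to be above 32, 83 in dwarf and 82 in normal chickens without loess and scaling, and 95 in both with the background from the empty spots, a setting chosen after seeing the data.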

At 7 weeks of age, 115 miRNAs were detected in the skeletal muscles of dwarf chickens at a detection rate of 21.2%, with 116 miRNAs detected in the skeletal muscles of normal chickens (21.4%).

Expression profiles were significantly different in four miRNAs between the two different types of chickens (Table 1). 

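Of the 4 miRNAs, let-7b and miR-128 are those of 7-week-old chickens. At this age, 97 miRNAs with a mean signal above 32 in either strain were tested by limma on the dwarf over normal log2 ratios of the 3 arrays. None reached an adjusted p under 0.05 (Benjamini-Hochberg), and the smallest adjusted p was 0.559. At an unadjusted p under 0.05, which is the range of Table 1, there were 6 miRNAs, where 4.85 would be expected by chance among 97. At an unadjusted p under 0.01, the threshold in the methods, there was 1. This last count was not stable. It was 4, 0 and 3 without arrays 1, 2 and 3, and between 0 and 4 over the alternatives. The 6 miRNAs were miR-1623, miR-499, miR-30b, miR-100 and miR-3523, which were higher in dwarf chickens, and miR-1a, which was lower. The log2 fold change was 0.87 for miR-1623 (standard error 0.22), 1.40 for miR-499 (standard error 0.40), 0.61 for miR-30b (standard error 0.19), 0.48 for miR-100 (standard error 0.17), 0.40 for miR-3523 (standard error 0.15) and -0.43 for miR-1a (standard error 0.17). By the log2 ratios the sign of each was the same on all 3 arrays, as it was for 29 of the 97 miRNAs (29.9%, where chance gives 25%). By the signals, miR-1a was lower in the dwarf pool on 2 of the 3 arrays. All 3 normal pools of miR-3523 had a signal under 32 (14.9, 30.3 and 4.38 on arrays 1, 2 and 3). The size of its change is therefore uncertain, and its log2 fold change was 2.93 with plain background subtraction. With trends related to the GC content of the miRNA taken out of each array, a setting chosen after seeing the data, 4 miRNAs reached an adjusted p under 0.05 (limma, Benjamini-Hochberg), among them miR-499 and miR-1623 but neither let-7b nor miR-128. In that fit limma gave all 97 miRNAs 1 common variance, so the spread of each miRNA between arrays had no part in the calls. With the same trends taken out, the methods' t-test paired by array, which uses that spread, called 0 after Benjamini-Hochberg adjustment and 3 at an unadjusted p under 0.05.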

In 14-day-old embryos, expression of both miR-1623 and miR-181b was significantly down-regulated in dwarf chickens compared with normal chickens. Expression of let-7b and miR-128 in 7-week-old chickens was significantly up-regulated and down-regulated, respectively.

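The signal of let-7b was 7076 ± 1868 (SD, n = 3 pools) in dwarf chickens and 6214 ± 962 (SD, n = 3 pools) in normal chickens. Between the dwarf and the normal pool of one array, the signals were 9036 and 7204 on array 1, 5316 and 5284 on array 2, and 6876 and 6153 on array 3. By this signal let-7b was higher in the dwarf pool on 3 of the 3 arrays (exact sign-flip permutation test of the 3 log2 ratios, two-sided p = 0.25, the smallest p it can give). Taken without the pairing by array, the 3 dwarf pools overlapped with the 3 normal pools (two-sided exact permutation test, p = 0.6, where the smallest p is 0.1). On the log2 ratio after normexp and loess, let-7b was 0.30 on array 1, -0.14 on array 2 and -0.031 on array 3. Its mean log2 fold change was 0.044 (standard error 0.16, adjusted p = 0.96 from limma with Benjamini-Hochberg adjustment), which was smaller than the spread between arrays (SD 0.23). By this ratio let-7b was higher in dwarf chickens on 1 of the 3 arrays, so the count of arrays depends on the background correction, plain subtraction for the signal and normexp with its offset for the ratio. The exact sign-flip permutation test of the 3 normexp ratios gave a two-sided p = 1. Without array 1, the log2 fold change of let-7b was -0.083. The largest change came with median centring in place of loess, at 0.49. The signal of miR-128 was 1205 ± 167 (SD, n = 3 pools) in dwarf chickens and 1396 ± 178 (SD, n = 3 pools) in normal chickens, and it was lower in the dwarf pool on 3 of the 3 arrays, though the pools overlapped (without the pairing, two-sided exact permutation test, p = 0.4). Its log2 ratio after normexp and loess was -0.27 on array 1, -0.081 on array 2 and -0.0055 on array 3, lower in dwarf chickens on every array as well. The mean was -0.12 (standard error 0.15, adjusted p = 0.929 from limma with Benjamini-Hochberg adjustment; exact sign-flip permutation test, two-sided p = 0.25). With median centring in place of loess, the log2 fold change of miR-128 turned to 0.11. In the gene table of the chicken assembly bGalGal1.mat.broiler.GRCg7b, let-7b has 1 gene, MIRLET7B, which lies within PPARA and beside MIRLET7A3, and miR-128 has 2 genes, MIR128-1 within R3HDM1 and MIR128-2 within ARPP21. The probe for miR-128 cannot tell its 2 genes apart. From the signals and p-values in its Table 1, the paper states that let-7b was up-regulated and miR-128 down-regulated in dwarf chickens. The caption of its qPCR figure also gives let-7b as significantly up-regulated.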

**Table 1:** The miRNA differential expression profiles of 14-day-old embryos and 7-week-old chickens skeletal muscle of dwarf and normal chickens

**Developmental stage**	**miRNA**	**Normal chickens**	**Dwarf chickens**	**Fold changes**	**p-value**
14-day-old embryos	miR-1623	4,755 ± 837	2,184 ± 302	2.18	8.53E-03
	miR-181b	7,741 ± 900	5,284 ± 588	1.46	2.76E-02
7-week-old chickens	let-7b	6,137 ± 345	6,992 ± 299	0.88	4.77E-02
	miR-128	1,455 ± 108	1,177 ± 99	1.24	4.87E-02

NoteNote: Fold change means the change in let-7b’s expression as compared normal with dwarf chickens.

### Differential miRNA expression profiles in skeletal muscle at different developmental stages

Expression of 11 miRNAs was up-regulated and 18 miRNAs down-regulated in 7-week-old dwarf chickens as compared with 14-day-old embryos. Expression of seven miRNAs was up-regulated and nine miRNAs down-regulated in normal 7-week-old chickens compared with 14-day-old embryos. Of the differentially expressed miRNAs, expression of let-7b, miR-30a-5p, miR-30b, miR-99a, and miR-133b was commonly up-regulated in both dwarf and normal chickens. The expression of miR-16c, miR-92, miR-106, miR-203, miR-451, and miR-454 was commonly down-regulated (Table 2).

**Table 2:** Differential miRNA expression profiles of skeletal muscle at different developmental stages as compared the 7-week-old chickens with the 14-day-old embryos

**miRNA**	**Dwarf chickens**	**Normal-type chickens**
Up-regulated	**let-7b**, miR-24, **miR-30a-5p**, **miR-30b**, miR-30d, miR-99a, miR-100, miR-133a, **miR-133b**, miR-133c, miR-146b	**let-7b**, **miR-30a-5p**, **miR-30b**, miR-30c, miR-99a, miR-126, **miR-133b**
Down-regulated	miR-15c, **miR-16c**, miR-17-5p, miR-20a, miR-20b, miR-21, **miR-92**, **miR-106**, miR-130b, miR-181b, miR-200b, **miR-203**, miR-205a, miR-206, **miR-451**, **miR-454**, miR-1576, miR-1777	miR-16, **miR-16c**, **miR-92**, **miR-106**, miR-199*, **miR-203**, **miR-451, miR-454**, miR-1579

### Differential mRNA expression profiles in skeletal muscle of dwarf and normal chickens

A total of 38,535 probes were used to detect mRNA, of which the probes displaying hybridization signals represented approximately 42.6–45.6% of the total. Probes lacking hybridization signals represented approximately 52.8–55.7% of the total, with 1.5–1.7% ambiguous hybridization signals. Using the normal chickens as a control group, screening of the differentially expressed genes in skeletal muscles was carried out using Significance Analysis of Microarrays (SAM) software. The screening criteria for signaling pathway analysis were that the q-value (%) was less than 5% and it showed a fold-change less than 2 (Additional file 1: Table S1).

The differential profiles in the skeletal muscle mRNA of the 14-day-old embryos showed that there were 55 genes with a greater than 2-fold change in differential expression between the dwarf and normal chickens. Of these, 33 were up-regulated and 22 were down-regulated. At 7 weeks, 173 genes had a greater than 2-fold change in differential expression between dwarf and normal chickens, with 108 mRNAs up-regulated and 65 down-regulated.

Further comparisons between 14-day-old embryos and 7-week-old normal and dwarf chickens indicated consistent up-regulation in the mRNA expression levels of five genes: *ARNT*, *BEAN*, *HSCB*, *LOC770114*, and *RCJMB04_1j22*. There were three genes, *GHR*, *LOC772190*, and *TMEM70* that presented with consistent down-regulation in normal chickens but consistent up-regulation in dwarf chickens. The mRNA expression of *GHR* in 14-day-old embryos of dwarf chickens was up-regulated 3.57-fold compared with normal chickens, and was up-regulated 5.26-fold in 7-week-old dwarf chickens as compared with normal chickens.

### Analysis of miRNA target genes and differentially expressed mRNA genes

Among the 34 differentially expressed miRNAs, there were some with the same seed sequence and target genes. This allowed for the classification of the miRNAs into 18 categories. There were another five miRNAs in which the target genes had not yet been discovered. The prediction results of the various types of differentially expressed miRNA target genes are shown in Additional file 2: Table S2.

We compared various differentially expressed miRNA prediction target genes with differentially expressed mRNA of genes from 7-week-old chicken skeletal muscle. In total, corresponding differentially expressed genes were found for 14 types of miRNAs (Additional file 3: Table S3). *GHR* was affected by let-7b, miR-15c, miR-16, and miR-16c.

### Let-7b-mediated regulation of *GHR* expression

The miRNAs involved in the regulation of *GHR* were let-7b, miR-15c (miR-16, miR-16c), and miR-181b (Additional file 3: Table S3). BLAST analysis indicated that the last 29 bp of the *GHR* 3' UTR exactly coincided with the target site of let-7b. This is consistent with the proposed mechanism of miRNAs as mainly targeting the 3' UTR of target genes. However, the target sites of miR-15c, miR-16, miR-16c and miR-181b were far apart from the *GHR* region. Expression levels of let-7b were significantly up-regulated in both dwarf and normal chickens at both stages of development investigated (Table 2).

### Signaling pathway analysis of let-7b-regulated *GHR*

Assuming that the dwarf chicken phenotype in this experiment was caused by a deletion mutation in *GHR*, we used the Kyoto Encyclopedia of Genes and Genomes (KEGG) software (http://www.genome.jp/kegg/) to conduct a pathway analysis for *GHR*. The results indicated that *GHR* is involved in the JAK-STAT signaling pathway (Additional file 4: Figure S1).

The 111 genes involved in the JAK-STAT signaling pathway have been summarized in Additional file 4: Figure S1. These genes were compared with the differentially expressed mRNAs in 7-week-old skeletal muscles from dwarf and normal chickens. It was found that only one gene, *SOCS3*, appeared in the mRNA expression profiles. The KEGG software was also used to analyze the signaling pathway of *SOCS3* and was found to be involved in the adipocytokine signaling pathway (Additional file 5: Figure S2).

From the adipocytokine signaling pathway, it can be seen that *SOCS3* influences cellular regulation in three ways: inhibiting the *IRS1* gene through inhibition of the phosphorylation of tyrosine in insulin receptor substrate 1 (IRS1) and thus inhibiting the insulin signalling pathway; inhibiting the *LEPR* gene; and inhibiting the *JAK* gene.

### Quantitative polymerase chain reaction (qPCR) analysis of the *GHR* signaling pathway regulation by let-7b

Based on the previously mentioned analyses, a schematic illustration of the *GHR* signaling pathway, as regulated by let-7b, was developed (Figure 1). To verify the signaling pathway, we carried out qPCR assays to determine mRNA expression levels in the skeletal muscles of 7-week-old dwarf and normal chickens. The qPCR analysis showed that mRNA expression of *GHR* and *SOCS3* was up-regulated 4.24- and 2.95-fold, respectively in dwarf chickens compared with normal chickens. The mRNA expression of these genes was up-regulated 5.16- and 2.67-fold respectively, as shown by microarray analysis. Expression of *IRS1*, *LEPR* and *JAK2* was down-regulated 4.92-, 3.53- and 3.32-fold, respectively. The expression of *MYOD1*, *MyoG* and *Myf5*, which regulate skeletal muscle growth, was down-regulated 3.46-, 3.78- and 4.66-fold, respectively, in dwarf chickens compared with normal chickens. In addition, expression of *IGF1* and *IGF2BP3* in the insulin pathway is also down-regulated 6.73- and 3.97-fold respectively, in dwarf compared with normal chickens (Figure 2).

**Figure 1:**
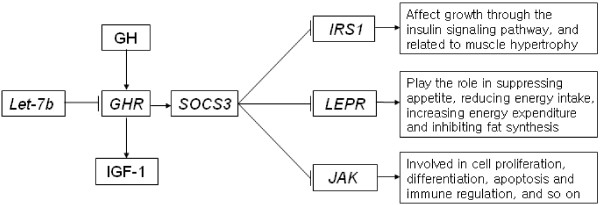
**Schematic illustration of the signaling pathway of*GHR*regulated by let-7b.** miRNA let-7b inhibits the expression of *GHR* and regulates *SOCS3***.***SOCS3* regulates the growth and development of chickens through three signaling pathways: inhibiting the phosphorylation of tyrosine in *IRS1*; inhibiting *LEPR*; and inhibiting *JAK*. *IRS1*, *LEPR* and *JAK* are involved in growth, fat synthesis, and cell proliferation.

**Figure 2:**
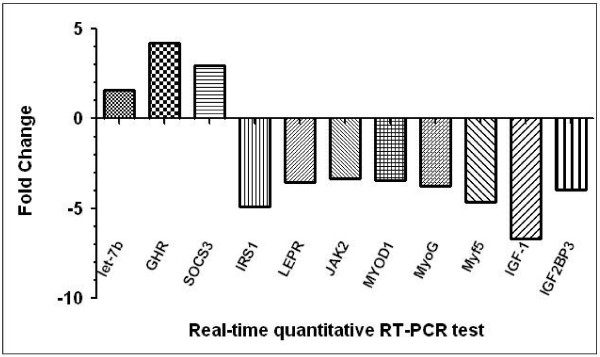
**Validation of differentially expressed mRNA.** When comparing dwarf and normal chickens, the expression levels of let-7b were significantly up-regulated. The mRNA expression levels of *GHR* and *SOCS3* were significantly up-regulated, but those of *IRS1, LEPR* and *JAK2* are significantly down-regulated. All mRNA expression levels of *MYOD1*, *MyoG* and *Myf5* regulating the growth of skeletal muscle were significantly up-regulated in normal chickens, and significantly down-regulated in dwarf chickens. The mRNA expression levels of *IGF1* and *IGF2BP3*, associated with the insulin signaling pathway, were significantly down-regulated in dwarf chickens.

### Validation of the 3′ UTR of *GHR* as the target site of let-7b

Luciferase activity was decreased in DF-1 cell lines transfected with pmirGLO-let-7b-*GHR* 3′ UTR (Figure 3A), but increased in DF-1 cells transfected with pmirGLO-let-7b-*GHR* 3′ UTR mutation, and in the control DF-1 cell line (Figure 3 B and C). This confirms that the expression of *GHR* is regulated by let-7b, and that the let-7b target is located in the region of the *GHR* 3′ UTR mutation.

**Figure 3:**
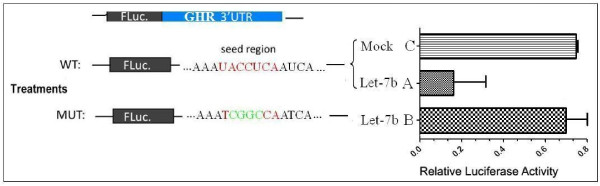
**Dual-luciferase reporter assay for validation of the 3′ UTR of*GHR*as the target site of the let-7b*in vitro*cell system.** DF-1 cells were transfected with pmirGLO-let-7b-*GHR* 3′ UTR, pmirGLO-let-7b-*GHR* 3′ UTR mutation plasmid, or the control plasmid. The activity of firefly luciferase (luc2) and Renilla luciferase (hRluc-neo) was measured and relative values (luc2/hRluc-neo) calculated.

In the overexpression assay for let-7b, we observed it was up-regulated 6.41-fold as compared with the control. Conversely, expression of *GHR* was down-regulated 1.82-fold. Additionally, expression of *SOCS3*, stimulated by *GHR*, was down-regulated 1.39-fold (Figure 4).

**Figure 4:**
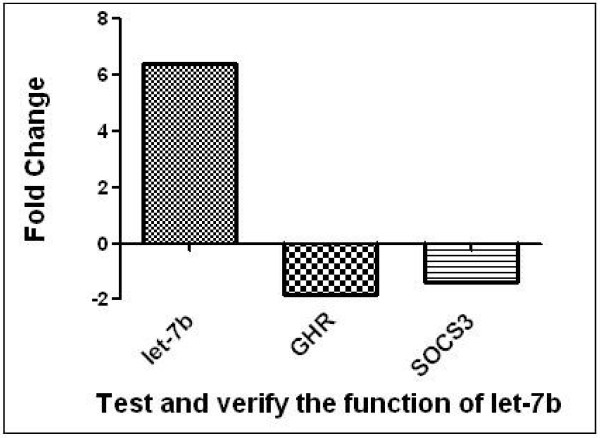
**Functional validation of let-7b inhibiting*GHR*in an*in vitro*cell system.** pcDNA-EGFP-pre-let-7b was transfected into the DF-1 cell line compared with cells transfected with the control plasmid.

## Discussion

miRNAs are a class of non-coding small RNA molecules with a length of 18–24 nucleotides. They can direct the regulation of the expression levels of certain genes, control cell growth and development, and determine tissue type during cell differentiation by reducing the stability of target genes or inhibiting translation levels to influence cell differentiation, proliferation, and apoptosis. In animal cells, miRNAs, by interacting with a specific sequence of target gene mRNA, inhibit protein synthesis or induce mRNA degradation and post-transcriptionally negatively regulate the expression of target genes [39,40].

In this study, high-throughput microarray technology was used to analyze miRNA and mRNA expression profiles in the skeletal muscles of 14-day-old embryos and 7-week-old dwarf and normal chickens to identify miRNAs related to skeletal muscle growth and development. In chickens, 499 pre-miRNAs and 544 mature-miRNAs have been reported [41,42]. In the present study, 124 and 125 miRNAs were detected in the skeletal muscles of 14-day-old embryos from dwarf and normal chickens, respectively. We also detected 115 and 116 miRNAs in the skeletal muscles of 7-week-old dwarf and normal chickens, respectively. Such tissue-specific miRNA expression has been reported in a few previous studies [41,43-46]. Our data also showed that there is significantly different expression for only a few miRNAs at the same developmental stages in dwarf and normal chickens. However, the expression profiles of a greater number of miRNAs at different developmental stages for dwarf and normal chickens were significantly different. When comparing 7-week-old chickens with 14-day-old embryos, more down-regulated miRNAs than up-regulated miRNAs were detected. This would suggest that down-regulated expression of miRNAs is favorable for muscle growth and development in chickens at 7 weeks. In 7-week-old chickens, as compared with 14-day-old embryos, the expression of let-7b, miR-30a-5p, miR-30b, miR-99a and miR-133b was significantly up-regulated, but miR-16c, miR-92, miR-106, miR-203, miR-451 and miR-454 were significantly down-regulated in both dwarf and normal chickens. Considering that *GH* and *GHR* play important roles in chicken growth and development, we focused on observing the miRNAs involved in the regulation of their expression.

Four miRNAs, let-7b, miR-16, miR-16c, and miR-181b, are involved in the regulation of *GHR*. BLAST analysis confirmed that the target location of let-7b was in the deleted region of *GHR* 3' UTR. But the target locations of miR-16, miR-16c and miR-181b were distant from the deleted region. We concluded that the regulation of let-7b could be critical to *GHR* expression. As the deletion mutation in dwarf chickens results in the loss of the ability of let-7b to pair with sequences in its target gene, the regulation of growth and development is affected.

Skeletal muscle growth and development in chickens is fastest at the 7-week-old stage; conversely, the growth and development of skeletal muscle during the embryonic period is relatively slow. Comparing dwarf with normal chickens, there was significantly different mRNA expression for 173 genes in the 7-week-old chickens; however, there was significantly different mRNA expression for only 55 genes in the 14-day-old embryos. For both 14-day-old embryos and 7-week-old chickens, mRNA expression of *GHR* was up-regulated 3.57- and 5.26-fold, respectively, in dwarf chickens compared with normal chickens. It is suggested that the mRNA corresponding to *GHR* was inhibited in normal chickens as reported by Wu *et al.*[16].

Comparing the different developmental stages (Table 2), expression levels of let-7b were significantly up-regulated in both dwarf and normal chickens. *GHR* expression was up-regulated in dwarf chickens and down-regulated in normal chickens, suggesting that let-7b could play a significant role in inhibiting *GHR* expression, further promoting the growth and development of skeletal muscle.

The let-7b miRNA is a member of the let-7 family. Deletion, or mutation of the function of let-7, may lead to defects in the transformation of nematodes from their larval to adult stage [44]. Methylation, post-translation modifications, and Lin28 genes regulate the let-7 family. Additionally, the family regulates *RASMYCHMAG2CDC25ACDK2*, and other target genes that influence a variety of biological phenomena and physiological processes, especially during biological development, cell proliferation and differentiation, and tumor suppression. There are 13 homologs in the let-7 family in the human genome, clustered into eight sites [45]. These gene clusters are located at fragile sites related to lung cancer, breast cancer, urothelial cancer, and cervical cancer, suggesting that they may act as tumor suppressors. Previous studies of the let-7 family have largely focused on tumor suppression mechanisms [46], and studies investigating the family’s role in growth and development are rare.

The signaling pathway related to the regulation of the growth and development of skeletal muscle by let-7b-mediated *GHR* has not been previously reported. GH plays important roles in regulating animal growth and development, and its action on tissues and cells is mediated through its binding with GHR on the cell surface. GHR is activated upon binding of GH to stimulate the growth and metabolism of muscle, bone, and cartilage cells [3,4]. GH also regulates chicken growth through close binding to its receptor and activating expression of IGF. The amount and action of GHR has direct effect on GH physiological function. In the present study, the mRNA expression of *GHR* was significantly up-regulated in dwarf chickens compared with normal chickens. The up-regulated mRNA expression of *GHR* retarded chicken growth, probably owing to a certain compensation mechanism [16]. Our data showed that the retarded growth of dwarf chickens was caused by a deletion in the *GHR* 3′ UTR inducing loss of the let-7b target site. Through signaling pathway analysis, we found that let-7b regulates the expression of *GHR*, and further regulates *SOCS3* through the JAK-STAT signaling pathway. Studies have shown that *SOCS3* can inhibit excessive cell growth and induce apoptosis as part of maintaining cell stability [47,48]. *SOCS3* regulates the growth and development of chickens through three adipocytokine signaling pathways. (1) *SOCS3* inhibits the tyrosine in *IRS1*. By inhibiting the phosphorylation of IRS1, *SOCS3* inhibits insulin signaling, thus affecting growth. (2) *SOCS3* inhibits *LEPR*, and up-regulated *SOCS3* expression in dwarf chickens may affect the function of leptin. Leptin has a wide range of biological effects, with an important role in the metabolic regulation center of the hypothalamus, which plays a role in suppressing appetite, reducing energy intake, increasing energy expenditure and inhibiting fat synthesis. This helps explain why dwarf chickens are more likely to be obese [14]. (3) *SOCS3* inhibits *JAK*; the JAK-STAT signaling pathway is a recently discovered signal transduction pathway stimulated by cytokines, and is involved in cell proliferation, differentiation, apoptosis, immune regulation, and many other important biological processes.

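The 8 let-7 probes differ by few bases, so the level of let-7b may be difficult to separate from that of its family on an array. Let-7b itself is UGAGGUAGUAGGUUGUGUGGUU. Counted from 1 at the 5′ end, and with the base of let-7b first, let-7c differs from it by G17A, let-7a by G17A and G19A, and let-7f by G12A, G17A and G19A. The differences are 3 for let-7i over 21 bases, 4 for let-7g over 21 bases, 4 for let-7k over 22 bases and 5 for let-7d over 21 bases. Reading of one member by the probe of another was not measured directly, and the signals bound it for the dim probes only. The signal of let-7k, which differs from let-7f by U16A (with the base of let-7f first), was 2.06% of that of let-7f in dwarf chickens and 0.752% in normal chickens, from the means of the pools. The signal of let-7d, with 3 differences from let-7a, was 1.03% and 0.955% of that of let-7a. These probes therefore read little of the brighter member, but how much of their own dim signal came from it is uncertain. For let-7a, let-7b and let-7c, which had similar signals, there is no such bound, and their values are uncertain. In 7-week-old chickens, the log2 fold change of dwarf over normal chickens was above 0 for 6 of the 8 probes and below 0 for 2, from -0.079 for let-7a to 0.25 for let-7k. It was 0.068 for let-7c, 0.16 for let-7d, -0.0075 for let-7f, 0.20 for let-7g and 0.23 for let-7i. None was past the threshold (adjusted p from 0.929 to 0.979, limma with Benjamini-Hochberg adjustment). The directions of let-7a, let-7d, let-7f and let-7k changed with median centring in place of loess. Only let-7k had the same sign on all 3 arrays, but its log2 ratios were 0.012 and 0.021 on arrays 1 and 2 against 0.72 on array 3. Without array 3 its log2 fold change was 0.016. Its normal pools, at 19.1, 22.3 and 17.9, were all under a signal of 32, so the size of its change is uncertain. Let-7f, let-7g and let-7i were lower in the dwarf pool of array 1, by log2 ratios of -0.75, -0.61 and -0.61, and higher in the dwarf pool of array 3, by 0.58, 0.75 and 1.24.

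**Figure D1:**
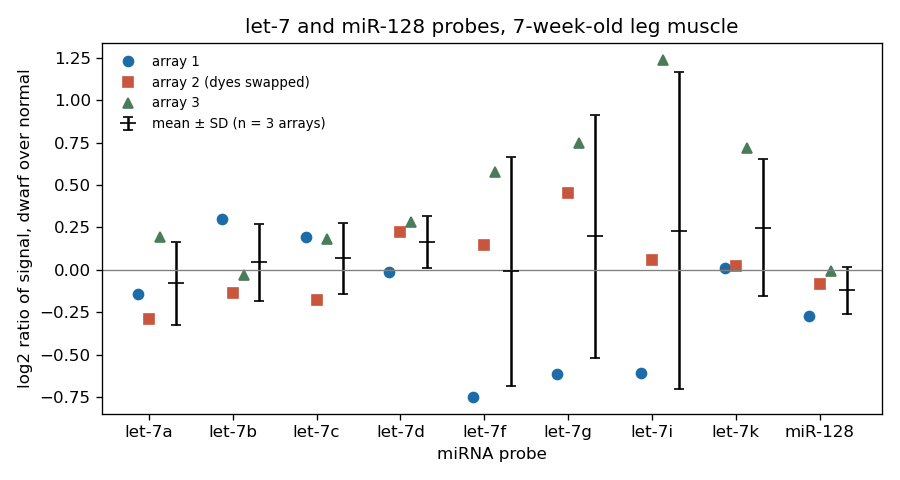
Log2 ratio after normexp and loess of dwarf over normal 7-week-old chickens (vertical axis) for the 8 let-7 probes and miR-128 (horizontal axis). These are not the ratios of the signals after plain background subtraction. Each coloured point is 1 array, with the ratio of array 2 turned for its swapped dyes, and the black bar is the mean ± SD of the 3 arrays. For let-7i the arrays lie between -0.61 and 1.24, and for let-7b between -0.14 and 0.30.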

In the present study, little change in expression of let-7b between dwarf and normal chickens was observed; however, growth was retarded in dwarf chickens. In dwarf chickens, let-7b could not inhibit the expression of *GHR*. This allows for the gene to be up-regulated as let-7b is unable to pair with *GHR* gene as its target site is deleted. Data from the microarray and qPCR analyses supported that the above pathway, indicating that the expression of *GHR* is inhibited by let-7b, and the expression of *SOCS3* gene is regulated and stimulated by *GHR*. Further qPCR data supported that *SOCS3* could inhibit the expression of *IRS1*, *LEPR* and *JAK*. The expression of *IRS1*, *LEPR* and *JAK* was significantly down-regulated, expression of genes regulating skeletal muscle growth (*MYOD1*, *MyoG* and *Myf5*) and the insulin pathway (*IGF1* and *IGF2BP3*) were also down-regulated significantly.

## Conclusions

A comparison of dwarf chickens with normal chickens at the same developmental stages revealed that expression profiles of only a few miRNAs were significantly different. In 14-day-old embryos, the expression profiles of a greater number of miRNAs were significantly different compared with those in 7-week-old chickens. By combining target gene prediction for differential miRNAs, joint analysis of mRNA expression profiles, and BLAST analysis, the critical role of let-7b in regulating the *GHR* expression was identified. With the aid of KEGG signaling pathway and qPCR analyses, the network through which let-7b-mediated *GHR* regulates growth and development of skeletal muscle as well as fat deposition was established. It was confirmed that *SOCS3* plays a critical role in inhibiting *IRS1*, *LEPR*, and *JAK*.

## Methods

### Animals

Dwarf and normal recessive White Rock chickens, both bred for nearly 10 generations, were used. Dwarf chickens had a 1 773-bp deletion mutation at the end of exon 10 and in the 3' UTR of *GHR*. The two strains were fed under the same conditions to 7 weeks of age. The weight of dwarf chickens was about 30% less than that of normal chickens. Randomly selected embryos of dwarf chickens and normal chickens were incubated for 14 d, dissected, and their sex identified according to gonad development. Nine female embryos for each chicken strain were selected for leg muscle separation. Skin and bones were removed and the muscle divided into three parts. The divided parts were placed into cryopreservation tubes then quickly placed into liquid nitrogen (−196°C) for preservation. Nine dwarf and nine normal chickens, fed by conventional breeding methods until 7 weeks of age, were randomly selected, and their leg muscles separated. The central muscle of the gastrocnemius was taken and divided into three parts, placed into cryopreservation tubes and quickly placed into liquid nitrogen (−196°C) for preservation. All animal experiments involved in this study were approved by the Animal Care Committee of South China Agricultural University (Guangzhou, People's Republic of China). Chickens were euthanized as necessary to ameliorate suffering.

### Extraction of total RNA

Total RNA was isolated from 0.2 g of skeletal muscle tissues with TRIzol® (Invitrogen Life Technologies, Carlsbad, CA, USA) according to the manufacturer’s instructions using an RNeasy MinElute Cleanup Kit. All mRNA was quantified by spectrophotometry (ND-2000, NanoDrop Inc., USA). The purity and yield of RNA was determined using optical density at 260 and 280 nm. RNA integrity was examined by electrophoresis on a 1.2% denaturing formaldehyde gel.

### Microarray analysis

Three pools of RNA were prepared for each chicken strain, with each pool containing RNA from three individuals. The miRNA chips were designed based on miRNAs listed in miRBase Version 15.0 (http://www.sanger.ac.uk/Software/Rfam/mirna/), and prepared by LC Sciences (Houston, Texas, USA). The miRNA chips used in the present study contained a total of 542 miRNA sequences. 

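The dwarf over normal log2 ratios of the 97 miRNAs tested, after loess and with array 2 turned, were compared between the 3 arrays of 7-week-old chickens. Across miRNAs, which are not independent replicates, the correlation was -0.026 between arrays 1 and 2, -0.032 between arrays 1 and 3, and 0.16 between arrays 2 and 3. Over all 542 miRNAs it was -0.030, 0.042 and 0.15. The median over the 97 miRNAs of the SD between arrays was 0.26 on the log2 scale. The authors also deposited 1 log2 ratio for each miRNA and array. Set against the scanned intensities, these values ran as dwarf over normal on all 3 arrays, with correlations of 0.80, 0.87 and 0.85 over the 97 miRNAs, and their medians over all 542 miRNAs were 0.15, 0.018 and 0.15. In these values let-7b was at 0.32, 0.048 and 0.20, and miR-128 at -0.26, -0.51 and -0.14. The methods' t-test called 1 miRNA at an unadjusted p under 0.05 when pools were unpaired, on log2 or on linear signals, and 5 when paired by array. It called none at an unadjusted p under 0.01 or after Benjamini-Hochberg adjustment in any of the 3 forms.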

Normalization of chip data was carried out using the Lowess (Locally-weighted Regression) method [49], and t-tests of the data were conducted following normalization. Microarray assays for miRNAs were performed using a service provider (LC Sciences, Houston, Texas, USA). Raw data were provided as ceiling exposure limits or Excel files for subsequent statistical analysis.

Hybridization was performed with 100 μL 6× SSPE buffer (0.90 M NaCl, 60 mM Na_2_HPO_4_, 6 mM EDTA, pH 6.8) containing 25% formamide at 34°C. Hybridization detection was facilitated using fluorescent tag-specific Cy3 and Cy5 dyes. Hybridization images were collected using a laser scanner (GenePix 4000B, Molecular Device) and digitized using Array-Pro image analysis software (Media Cybernetics). Twelve microarray data were MIAME compliant, and the raw data were deposited in a database (ArrayExpress, GEO) with the accession number GSE37360, GSE37367 and GSE37368. Data were analyzed by first subtracting the background, and then the signals were normalized using a LOWESS filter.

The raw microarray data set was filtered according to a standard procedure to exclude spots with minimum intensity. It was arbitrarily set to an intensity parameter of P300 for mRNA expression data, and P100 for the miRNA microarray data, on both fluorescence channels. If the fluorescence intensity of one channel was below the cut-off while the other was above, the lower channel intensity was overridden. Spots with diameters less than 25 μm for the cDNA expression array and less than 10 μm for the miRNA microarray and flagged spots were also excluded from the analyses. For two color experiments, the ratio of the two sets of detected signals (log2 transformed, balanced) and p-values of the *t*-test were calculated. Differentially detected signals were those with p-values less than 0.01. Any false correction tests were performed for microarray data by qPCR.

The detection of mRNA expression profiles using Affymetrix’s Chicken Genechip was completed by the Beijing Capital Bio Corporation (Beijing, China). The mRNA chip used in the present study contained a total of 38,535 probes. Each sample had three biological replicates, and SAM software was used for the analysis of differentially expressed genes. The screening criteria were as follows: q-value ≤ 5%; with a fold change ≥ 2; or a fold change ≤ 0.5.

### Correlation analysis between miRNA and mRNA expression profiles

We combined our miRNA expression data and mRNA expression data to generate a miRNA-mRNA interaction database using target gene mapping methods and MAS software. The miRNA and mRNA expression chip profile-associated analyses combined with network predictions, estimates the target genes of differentially expressed miRNAs. To further validate microarray results, we performed qPCR experiments for representative genes. The target genes of these miRNAs were identified by qPCR.

### Target gene prediction

TargetScan 5.1 (http://www.targetscan.org/) was used to carry out target gene prediction for the differentially expressed miRNA. TargetScan 5.1 proposed the concept of the ‘seed region’, increasing prediction accuracy, was the software with the lowest false positive rate for predicting miRNA targets.

### miRNA target gene and mRNA differential expression profiles

Differentially expressed miRNA prediction target gene sets were compared with the mRNA differential expression profiles from 7-week-old chicken skeletal muscle, and the target genes affected by miRNA were selected.

### Signaling pathway analysis

KEGG is a bioinformatics database established by the Kanehisa Laboratory of the Japan Kyoto University Bioinformatics Centre [50,51]. KEGG links genome information with gene function, thereby linking genomic and functional information. In this study, the KEGG PATHWAY database (http://www.genome.jp/kegg/) software platform was used for signaling pathway analysis of *GHR* regulatory networks.

### qPCR analysis

Quantitative PCR was used to detect mRNA expression levels of the major genes in the signaling pathway. Using published genome sequences, the Primer Premier 5 software was used for primer design (Additional file 6: Table S4). In the present study, the Ct value was applied to detect the mRNA expression of the samples, and three replicates were set for each sample. The thermal cycling protocol was: 95°C for 1 min, then 40 cycles of 95°C for 15 s, appropriate annealing temperature for 45 s, and 72°C for 45 s. The final step after cycling was an extension at 72°C for 40 s. Melting curve analysis was carried out to determine the specificity of PCR products. The ΔΔCt method was used to measure gene expression with β-actin as the reference gene.

### Luciferase reporter assays

Based on the data in the miRBase bank (http://www.mirbase.org/), primers for amplifying pre-let-7b were designed (Additional file 7: Table S5). PCR products including pre-let-7b were ligated and transformed using the pEASY-T1 Simple Clone Kit (Trans Gen Biotech, Beijing, China). Two plasmids, pcDNA3.1-EGFP (Invitrogen) and pEASY-T1-pre-let-7b, were used for constructing the let-7b expression plasmid pcDNA3.1-EGFP-pre-let-7b. Based on the data in GenBank, primers for amplifying the *GHR* 3′ UTR region were designed (Additional file 7: Table S5). The plasmid pmirGLO-let-7b-*GHR* 3′ UTR was prepared for verification of *GHR* mRNA expression. Two types of plasmids, the wild-type, and a mutant with *GHR* deleted were prepared. Plasmids pcDNA-EGFP-pre-let-7b and pmirGLO-let-7b-*GHR* 3′ UTR were co-transfected into DF-1 cells (3 × 10^4^ cells). Validation of *GHR* as the target of let-7b, and luciferase reporter assays for functional validation *in vitro* were conducted. Expression levels of *GHR* and other correlated genes were measured using qPCR analysis *in vitro.*

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

S.L., H.M., W.L., Y.L., S.W. and X.J. carried out experiments. S.L., H.L. and X.J. analysed data. S.L., W.L. and X. Z. wrote the paper. S.L., H.L., Q.N., Y.L. and X.Z. designed experiments. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1.** The skeletal muscle mRNA differential profile of 14-day-old embryos and 7-week-old chickens of normal chickens and dwarf chickens. Click here for file

Additional file 2 **Table S2.** The summary table of prediction results of the differentially expressed. Click here for file

Additional file 3 **Table S3.** The intersection genes of the differentially expressed genes of miRNA target genes and mRNA genes. Click here for file

Additional file 4 **Figure S1.** The JAK-STAT signaling pathway with GHR gene involved in KEGG links the genome information with gene function. The pathway includes 111 genes in total. Click here for file

Additional file 5 **Figure S2.** Adipocytokine signaling pathway with the SOCS3 gene involved in. Click here for file

Additional file 6 **Table S4.** Sequences of primers used for qRT-PCR. Click here for file

Additional file 7 **Table S5.** Sequences of primers used for vectors construction. Click here for file

## References

[B1] SchwartzbauerGMenonRKRegulation of growth hormone receptor gene expressionMol Genet Metab199863424325310.1006/mgme.1998.26859635292

[B2] HullKLHarveySGrowth hormone resistance: clinical states and animal modelsJ Endocrinol1999163216517210.1677/joe.0.163016510556764

[B3] PorterTERegulation of pituitary somatotroph differentiation by hormones of peripheral endocrine glandsDomest Anim Endocrinol2005291526210.1016/j.domaniend.2005.04.00415885962

[B4] KühnERGeelissenSMVan der GeytenSDarrasVMThe release of growth hormone (GH): relation to the thyrotropic- and corticotropic axis in the chickenDomest Anim Endocrinol2005291435110.1016/j.domaniend.2005.02.02215927766

[B5] PierceALFukadaHDickhoffWWMetabolic hormones modulate the effect of growth hormone (GH) on insulin-like growth factor-I (IGF-I) mRNA level in primary culture of salmon hepatocytesJ Endocrinol2005184234134910.1677/joe.1.0589215684342

[B6] EthertonTDBaumanDEBiology of somatotropin in growth and lactation of domestic animalsPhysiol Rev1998783745761967469310.1152/physrev.1998.78.3.745

[B7] ArgetsingerLSCarter-SuCMechanism of signaling by growth hormone receptorPhysiol Rev199676410891107887449510.1152/physrev.1996.76.4.1089

[B8] HodikVMettAHalevyOMutual effects of growth hormone and growth factors on avian skeletal muscle satellite cellsGen Comp Endocrinol1997108116117010.1006/gcen.1997.69649378270

[B9] Vasilatos-YounkenRWangXHZhouYDayJRMcMurtryJPRosebroughRWDecuypereEBuysNDarrasVBeardJLTomasFNew insights into the mechanism and actions of growth hormone (GH) in poultryDomest Anim Endocrinol1999172–31811901052712110.1016/s0739-7240(99)00035-1

[B10] AgarwalSKCogburnLABurnsideJDysfunctional growth hormone receptor in a strain of sex-linked dwarf chicken: evidence for a mutation in the intracellular domainJ Endocrinol1994142342743410.1677/joe.0.14204277964293

[B11] KnízetováHEffects of the sex-linked dwarf gene (dw) on skeletal muscle cellularity in broiler chickensBr Poult Sci199334347948510.1080/000716693084176038358635

[B12] HuangNCogburnLAAgarwalSKMarksHLBurnsideJOverexpression of a truncated growth hormone receptor in the sex-linked dwarf chicken: evidence for a splice mutationMol Endocrinol19937111391139810.1210/me.7.11.13918114754

[B13] TanakaMHayashidaYWakitaMHoshinoSNakashimaKExpression of aberrantly spliced growth hormone receptor mRNA in the sex-linked dwarf chicken, Gifu 20Growth Regul1995542182238745148

[B14] TouchburnSPGuillaumeJLeclercqBBlumJCLipid and energy metabolism in chicks affected by dwarfism (dw) and Naked-neck (Na)Poult Sci198059102189219710.3382/ps.05921897465494

[B15] Burghelle-MayeurCTixier-BoichardMMeratPDemarneYDe novo lipogenesis and lipolysis activities in normal (Dw) and dwarf (dw) White Leghorn laying hensComp Biochem Physiol B198993477377910.1016/0305-0491(89)90044-82680251

[B16] WuGQZhengJXYangNExpression profiling of GH, GHR, and IGF-1 genes in sex-linked dwarf chickensYi Chuan20072989899941768192910.1360/yc-007-0989

[B17] LaronZPertzelanAMannheimerSGenetic pituitary dwarfism with high serum concentation of growth hormone–a new inborn error of metabolism?Isr J Med Sci1966221521555916640

[B18] HaleCSHerringWOShibuyaHLucyMCLubahnDBKeislerDHJohnsonGSDecreased growth in angus steers with a short TG-microsatellite allele in the P1 promoter of the growth hormone receptor geneJ Anim Sci2000788209921041094709410.2527/2000.7882099x

[B19] AggreySEYaoJSabourMPLinCYZadwornyDHayesJFKuhnleinUMarkers within the regulatory region of the growth hormone receptor gene and their association with milk-related traits in HolsteinsJ Hered199990114815110.1093/jhered/90.1.1489987923

[B20] AmselemSDuquesnoyPAttreeONovelliGBousninaSPostel-VinayMCGoossensMLaron dwarfism and mutations of the growth hormone-receptor geneN Engl J Med19893211598999510.1056/NEJM1989101232115012779634

[B21] EderyMRozakis-AdcockMGoujonLFinidoriJLévi-MeyrueisCPalyJDjianeJPostel-VinayMCKellyPALack of hormone binding in COS-7 cells expressing a mutated growth hormone receptor found in Laron dwarfismJ Clin Invest199391383884410.1172/JCI1163048450064PMC288035

[B22] BergMAArgenteJChernausekSGraciaRGuevara-AguirreJHoppMPérez-JuradoLRosenbloomAToledoSPFranckeUDiverse growth hormone receptor gene mutations in Laron syndromeAm J Hum Genet199352599810058488849PMC1682057

[B23] FreethJSAylingRMWhatmoreAJTownerPPriceDANormanMRClaytonPEHuman skin fibroblasts as a model of growth hormone (GH) action in GH receptor-positive Laron's syndromeEndocrinology19971381556110.1210/en.138.1.558977385

[B24] DinizETJorgeAAArnholdIJRosenbloomALBandeiraFNovel nonsense mutation (p.Y113X) in the human growth hormone receptor gene in a Brazilian patient with Laron syndromeArq Bras Endocrinol Metabol2008528126412711916947910.1590/s0004-27302008000800010

[B25] FassoneLCorneliGBelloneSCamacho-HübnerCAimarettiGCappaMUbertiniGBonaGGrowth hormone receptor gene mutations in two Italian patients with Laron SyndromeJ Endocrinol Invest20073054174201759897510.1007/BF03346320

[B26] YingYQWeiHCaoLZLuJJLuoXPClinical features and growth hormone receptor gene mutations of patients with Laron syndrome from a Chinese familyZhongguo Dang Dai Er Ke Za Zhi20079433533817706034

[B27] GenneroIEdouardTRashadMBiethEConte-AurioFMarinFTauberMSallesJPEl KholyMIdentification of a novel mutation in the human growth hormone receptor gene (GHR) in a patient with Laron syndromeJ Pediatr Endocrinol Metab20072078258311784974510.1515/jpem.2007.20.7.825

[B28] ArmanAOzonAIsguvenPSCokerAPekerIYordamNNovel splice site mutation in the growth hormone receptor gene in Turkish patients with Laron-type dwarfismJ Pediatr Endocrinol Metab200821147581840497210.1515/jpem.2008.21.1.47

[B29] ArmanAYükselBCokerASariozOTemizFTopalogluAKNovel growth hormone receptor gene mutation in a patient with Laron syndromeJ Pediatr Endocrinol Metab20102344074142058354810.1515/jpem.2010.064

[B30] CoschiganoKTHollandANRidersMEListEOFlyvbjergAKopchickJJDeletion, but not antagonism, of the mouse growth hormone receptor results in severely decreased body weights, insulin, and insulin-like growth factor I levels and increased life spanEndocrinology200314493799381010.1210/en.2003-037412933651

[B31] MavalliMDDiGirolamoDJFanYRiddleRCCampbellKSvan GroenTFrankSJSperlingMAEsserKABammanMMClemensTLDistinct growth hormone receptor signaling modes regulate skeletal muscle development and insulin sensitivity in miceJ Clin Invest2010120114007402010.1172/JCI4244720921627PMC2964973

[B32] BartelDPMicroRNAs: genomics, biogenesis, mechanism, and functionCell2004116228129710.1016/S0092-8674(04)00045-514744438

[B33] FilipowiczWBhattacharyyaSNSonenbergNMechanisms of post-transcriptional regulation by microRNAs: are the answers in sight?Nat Rev Genet2008921021141819716610.1038/nrg2290

[B34] DoenchJGSharpPASpecificity of microRNA target selection in translational repressionGenes Dev200418550451110.1101/gad.118440415014042PMC374233

[B35] YaoJWangYWangWWangNLiHSolexa sequencing analysis of chicken pre-adipocyte microRNAsBiosci Biotechnol Biochem2011751546110.1271/bbb.10053021228487

[B36] KwonCHanZOlsonENSrivastavaDMicroRNA1 influences cardiac differentiation in Drosophila and regulates Notch signalingProc Natl Acad Sci U S A200510252189861899110.1073/pnas.050953510216357195PMC1315275

[B37] ClopAMarcqFTakedaHPirottinDTordoirXBibéBBouixJCaimentFElsenJMEychenneFLarzulCLavilleEMeishFMilenkovicDTobinJCharlierCGeorgesMA mutation creating a potential illegitimate microRNA target site in the myostatin gene affects muscularity in sheepNat Genet200638781381810.1038/ng181016751773

[B38] ChenJFMandelEMThomsonJMWuQCallisTEHammondSMConlonFLWangDZThe role of microRNA-1 and microRNA-133 in skeletal muscle proliferation and differentiationNat Genet200638222823310.1038/ng172516380711PMC2538576

[B39] IchimuraARuikeYTerasawaKTsujimotoGmiRNAs and regulation of cell signalingFEBS J2011278101610161810.1111/j.1742-4658.2011.08087.x21395975

[B40] HuntzingerEIzaurraldeEGene silencing by microRNAs: contributions of translational repression and mRNA decayNat Rev Genet20111229911010.1038/nrg293621245828

[B41] GlazovEACotteePABarrisWCMooreRJDalrympleBPTizardMLA microRNA catalog of the developing chicken embryo identified by a deep sequencing approachGenome Res200818695796410.1101/gr.074740.10718469162PMC2413163

[B42] KozomaraAGriffiths-JonesSmiRBase: integrating microRNA annotation and deep-sequencing dataNucleic Acids Res201139Database issueD152D1572103725810.1093/nar/gkq1027PMC3013655

[B43] RoushSSlackFJThe let-7 family of microRNAsTrends Cell Biol2008181050551610.1016/j.tcb.2008.07.00718774294

[B44] ReinhartBJSlackFJBassonMPasquinelliAEBettingerJCRougvieAEHorvitzHRRuvkunGThe 21-nucleotide let-7 RNA regulates developmental timing in Caenorhabditis elegansNature2000403677290190610.1038/3500260710706289

[B45] RubyJGJanCPlayerCAxtellMJLeeWNusbaumCGeHBartelDPLarge-scale sequencing reveals 21U-RNAs and additional microRNAs and endogenous siRNAs in C. elegansCell200612761193120710.1016/j.cell.2006.10.04017174894

[B46] BoyerinasBParkSMHauAMurmannAEPeterMEThe role of let-7 in cell differentiation and cancerEndocr Relat Cancer2010171F19F3610.1677/ERC-09-018419779035

[B47] YangSJXuCQWuJWYangGSSOCS3 inhibits insulin signaling in porcine primary adipocytesMol Cell Biochem20103451–245522068364210.1007/s11010-010-0558-7

[B48] SabioGDasMMoraAZhangZJunJYKoHJBarrettTKimJKDavisRJA stress signaling pathway in adipose tissue regulates hepatic insulin resistanceScience200832259071539154310.1126/science.116079419056984PMC2643026

[B49] BolstadBMIrizarryRAAstrandMSpeedTPA comparison of normalization methods for high density oligonucleotide array data based on variance and biasBioinformatics200319218519310.1093/bioinformatics/19.2.18512538238

[B50] KanehisaMThe KEGG databaseNovartis Found Symp20022479110112539951

[B51] KanehisaMGotoSHattoriMAoki-KinoshitaKFItohMKawashimaSKatayamaTArakiMHirakawaMFrom genomics to chemical genomics: new developments in KEGGNucleic Acids Res200634Database issueD354D3571638188510.1093/nar/gkj102PMC1347464

# Supplementary material for: Let-7b regulates the expression of the growth hormone receptor gene in deletion-type dwarf chickens
**Source:** BMC Genomics. 2012 Jul 10;13:306. doi: 10.1186/1471-2164-13-306
**Supplement:** Additional file 1 — Table S1. The skeletal muscle mRNA differential profile of 14-day-old embryos and 7-week-old chickens of normal chickens and dwarf chickens.

**Additional Data**

Table S1. The skeletal muscle mRNA differential profiles of 14-day-old embryos and 7-week-old chickens as compared normal with dwarf chickens

| Development stage | **Gene Symbol** | |
| --- | --- | --- |
| Up-regulated （**Fold Change**≥2.00） | Down-regulated （**Fold Change≤0**. 50） |
| 14-day-old embryo | *CAMP*, *LECT2*, *GAL1*, *GAL7*, *GAL2*, *TYRP1*, ***LOC770114***, *LYG2*, *NPY*, *GAL6*, *LOC418543*, *LOC425001*, *LOC431317*, *ATG12*, *COL4A2*, *LOC415795*, ***BEAN***, ***HSCB***, *C14orf153*, *AKR7A2*, *LOC425324*, *LOC422305*, ***ARNT***, *RSFR*, *LOC425324 , LOC426333*, *LOC396194 , RSFR*, *LOC771168*, *C1orf58*, *RANGAP1*, *TMEM220*, *C1QB*, ***RCJMB04_1j22****, ATP2A1* | *CDCA8*, *NDUFB4*, *SERTAD2*, *LOC426058*, *FBXL10*, *AHNAK2*, *RCJMB04_10c4*, *NOLA1*, *MOBKL1A*, *LIMS1, LOC771176*, ***LOC772190***, *SLC31A1*, *ANKRD15*, *SLC35B3*, *RHAG*, *TCF25*, *LYAR*, ***TMEM70***, ***GHR***, *RCJMB04_2c16*, *LOC769366*, *WDR12* |
| 7-week-old chickens | *SUCLG2,* ***LOC770114****, RCJMB04_1f9, ACY1L2, LOC776458, OTOR, ENPP4, CA5B, RCJMB04_35g11, VNN1, PON2, FGF1, LOC417943, KLHL38, KCTD20, ASB2, SLC27A1, LOC419322, IGF2BP3, ASB4, P2RX5, KLHL30, CPZ, LOC396260, CHMP6, LOC769739, AIFM2, PTGES, WHDC1, FOXK2, FYCO1, POSTN, PERP, TNFSF10, GFPT2, NINJ1, LOC423162, ALDH1L2, GATSL1, ITGBL1, FBXO22, RCJMB04_35f9, LOC769676 , PLAGL1, FAM69B, FBXO30, TGIF1, LGALS3,* ***BEAN****, CHRND, LAP3, ZFAND2A, RBM7, FAAH, ANKRD9, HLA-G , LOC417056, LOC417083 , MR1 , YFVI, FHL3, RORA,* ***ARNT****, MPP1, EPB41L3, HPGD, CBFB, MAPRE2,* ***HSCB****,* ***RCJMB04_1j22****, EXOSC10, PDGFD, SESN1, HOXA3, USP24, COG1, COMP, RCJMB04_7i20, KLHDC8B, FZD2, RILP, NT5DC1, C4orf16, ARRDC1, CUTA, EEPD1, KLHDC1, LYPLA3, DOK5, PPL, GDPD5, SQSTM1, LOC422757, ABCA3, MYBPH, TRIM63, LOC417013, RCJMB04_16e8, C16orf70, LOC425916, LOC430580, ASH2L, RNF113A, LOC417722, CYP3A80, NUFIP1, TWISTNB, RCJMB04_13a9, PSME4, SCARA5, LOC424014, MAFF, TWIST2, AGTR1* | *CRELD2, HLF, C16orf68, LOC770634, NT5C1A, LOC423138, LMCD1, C11orf52, AGXT2L1, MAGI1, LRP3, DNAJA4, FKBP5, F3, HSP90AA1,* ***LOC772190****, ZNF366, C14orf153, YPEL2, SNAPC5, KCNJ15, DOCK9, THRSP, RGS5, ACOT9, JMJD6, ICER, ST6GAL1, GJA1, MYLK4, DUSP13, BEST3, NR1D2, SLC25A29, PTN, SRD5A2L2, LOC770869, SOCS3, RAB3IP, POP5, LOC777379,* ***TMEM70****, RHOG, LOC423536, KIT, HNMT, VIP, SAMHD1, MB, RCJMB04_1d1, MAT1A, RCJMB04_15h2, HSPH1, CHAC1, HSPA5, BCL6, BATF3, MYH6, HSPA8, CRISPLD2, AANAT, OSGIN1, NPTX2,* ***GHR****, SLC25A30* |

Note: Fold Change ≥ 2.00 means that the expression is up-regulated as compared normal with dwarf chickens. Fold Change ≤ 0.50 indicates the expression was down-regulated as compared normal with dwarf chickens.

# Supplementary material for: Let-7b regulates the expression of the growth hormone receptor gene in deletion-type dwarf chickens
**Source:** BMC Genomics. 2012 Jul 10;13:306. doi: 10.1186/1471-2164-13-306
**Supplement:** Additional file 2 — Table S2. The summary table of prediction results of the differentially expressed.

Table S2. The summary table of prediction results of the differentially expressed miRNA target genes

| miRNA ID | Target Scan prediction results of target genes |
| --- | --- |
| let-7b | 256 pieces of conservative target gene, including 297 conservative target sites and 20 non-conservative target sites |
| miR-15c, miR-16, miR-16c | 415 pieces of conservative target gene, including 454 conservative target sites and 97 non-conservative target sites |
| miR-17-5p, miR-20a, miR-20b, miR-106 | 479 pieces of conservative target gene, including517 conservative target sites and 72 non-conservative target sites |
| miR-21 | 86 pieces of conservative target gene, including 90 conserved target sites and 13 non- conservative target sites |
| miR-24 | 99 pieces of conservative target gene, including 100 conservative target sites and 10 non-conservative target sites |
| miR-30a-5p, miR-30d, miR-30b, miR-30c | 547 pieces of conservative target gene, including 604 conservative target sites and 124 non-conserved target site |
| miR-92 | 455 pieces of conservative target gene, including 505 conservative target sites and 72 non-conservative target sites |
| miR-99a, miR-100 | 23 pieces of conservative target gene, including 23 conservative target sites |
| miR-126 | 5 pieces of conservative target gene, including five conserved target sites |
| miR-130b | 437 pieces of conservative target gene, including 474 conservative target sites and 81 non-conservative target sites |
| miR-133a, miR-133b, miR-133c | 132 pieces of conservative target gene, including 134 conservative target sites and 10 non-conservative target sites |
| miR-146b | 34 pieces of conservative target gene, including 35 conservative target sites and 5 non-conservative target sites |
| miR-181b | 480 pieces of conservative target gene, including conservative 550 target sites and 116 non-conserved target sites |
| miR-199* | 154 pieces of conservative target gene, including 164 conservative target sites and 23 non-conservative target sites |
| miR-203 | 212 pieces of conservative target gene, including 229 conservative target sites and 80 non-conservative target sites |
| miR-205a | 132 pieces of conservative target gene, including 135 conservative target sites and 31 non-conservative target sites |
| miR-206 | 265 pieces of conservative target gene, including 282 conservative target sites and 34 non-conservative target sites |
| miR-451 | 6 pieces of conservative target gene, including 6 conservative target sites |

# Supplementary material for: Let-7b regulates the expression of the growth hormone receptor gene in deletion-type dwarf chickens
**Source:** BMC Genomics. 2012 Jul 10;13:306. doi: 10.1186/1471-2164-13-306
**Supplement:** Additional file 3 — Table S3. The intersection genes of the differentially expressed genes of miRNA target genes and mRNA genes.

Table S3. The intersection genes of the differentially expressed genes of miRNA target genes and mRNA genes

| miRNA ID | Intersection genes |
| --- | --- |
| let-7b | *GHR, IGF2BP3, YPEL2* |
| miR-15c*,* miR-16*,* miR-16c | *FKBP5, GHR, HOXA3, MYLK4* |
| miR-17-5p*,* miR-20a*,* miR-20b*,* miR-106 | *C16orf70, FBXO30, HLF, HSPA8* |
| miR-21 | *C4orf16* |
| miR-24 | *MAGI1, SESN1* |
| miR-30a-5p*,* miR-30d*,* miR-30b*,* miR-30c | *BCL6, GJA1, HLF, HSPA5, SOCS3, USP24, YPEL2* |
| miR-92 | *GFPT2, TGIF1* |
| miR-130b | *C16orf70, CBFB, HLF, HOXA3, HSPA8, KIT* |
| miR-133a*,* miR-133b*,* miR-133c | *YPEL2* |
| miR-181b | *C4orf16, EPB41L3, FOXK2, GHR, HLF, HSPA5, IGF2BP3, USP24* |
| miR-199* | *HLF, HSPA5* |
| miR-203 | *FOXK2, KCNJ15* |
| miR-205a | *MAGI1, VIP* |
| miR-206 | *HOXA3* |

# Supplementary material for: Let-7b regulates the expression of the growth hormone receptor gene in deletion-type dwarf chickens
**Source:** BMC Genomics. 2012 Jul 10;13:306. doi: 10.1186/1471-2164-13-306
**Supplement:** Additional file 4 — Figure S1. The JAK-STAT signaling pathway with GHR gene involved in KEGG links the genome information with gene function. The pathway includes 111 genes in total.

Table S4. Sequences of primers used for qRT-PCR

| Genes | Sequence | Annealing temperature  (°C) | Product  Amplicon size (bp) | Accession No. |
| --- | --- | --- | --- | --- |
| GHR | F：5'GCAAGTGCAGGTCACCTGAG3'  R：5'CCGGACATTCTTTCCAGTCT3' | 58.8 | 126 | NM_001001293.1 |
| SOCS3 | F：5'CCAGTCTGGGTTACTGCACATCA3'  R：5'ATTCCACCATGGCATCACGA3' | 60 | 106 | NM_204600.1 |
| IRS1 | F：5'CTTCGGTGTCTGGTTCCC3'  R：5'ATAGTTGCTTAGCTCCTCCTCA3' | 60 | 155 | NM_001031570.1 |
| PI3K | F：5'GGAATGAATGGCTGTCGTATGAC3'  R：5'CCAATGGACAGTGCTCCTCTTTA3' | 60 | 120 | NM_001004410.1 |
| LEPR | F：5'TACCGTGCCTACTGCTGA3'  R：5'AACTGGCGTTGTTATTGC3' | 56 | 168 | NM_204323.1 |
| PPARA | F：5'ACGGAGTTCCAATCGC3'  R：5'AACCCTTACAACCTTCACAA3' | 57 | 220 | NM_001001464.1 |
| JAK2 | F：5'CAAACCTCCTTGTCTTCA3'  R：5'CTCCCACTTCTTTCCTTAT3' | 51.9 | 183 | NM_001030538.1 |
| STAT3 | F：5'GGAGGCATTTGGGAAGTA3'  R：5'ATGGGCAGGTCAATGGTA3' | 56.3 | 141 | NM_001030931.1 |
| MYOD1 | F：5'GGCCGCCGATGACTTCTATG 3'  R：5'GCGTTGGTGGTCTTCCTCTTG 3' | 62.7 | 243 | NM_204214.1 |
| MyoG | F：5'GGCTTTGGAGGAGAAGGACT3'  R：5'CAGAGTGCTGCGTTTCAGAG3' | 56.9 | 184 | NM_204184.1 |
| Myf5 | F：5'GGAGGAGGCTGAAGAAAGTGA3'  R：5'TCTGTCCCGGCAGGTGAT3' | 61.7 | 177 | NM_001030363.1 |
| IGF2BP3 | F：5'GCTGCTGCTGCTTCATATCCAC3'  R：5'CCTGCTTGCCAATAATAGCTCCA3' | 60 | 103 | NM_001006359.1 |
| IGF-1 | F：5'TGGCCTGTGTTTGCTTACCTT3'  R：5'TACGAACTGAAGAGCATCAACCA3' | 60 | 91 | NM_001004384.2 |
| β-actin | F：5'CCCCATGCCATCCTCCGTCTG3'  R：5'CCTCGGGGCACCTGAACCTCTC3' | 61 | 265 | NM_205518 |

# Supplementary material for: Let-7b regulates the expression of the growth hormone receptor gene in deletion-type dwarf chickens
**Source:** BMC Genomics. 2012 Jul 10;13:306. doi: 10.1186/1471-2164-13-306
**Supplement:** Additional file 5 — Figure S2. Adipocytokine signaling pathway with the SOCS3 gene involved in.

Table S5. Sequences of primers used for vectors construction

| Genes | Primer Sequence | Annealing temperature  (°C) | Product  Amplicon Length  (bp) |
| --- | --- | --- | --- |
| Pre-let-7b | F:5'ATT***GCGGCCGC***TGCCTGTAGAGTCACCCCACC3'  R:5'GGT***GGGCCC***CCAGAAACAAAACAAATCAAGAAC3' | 61 | 541 |
| GHR-3’UTR | F:5'ATG***GAGCTC***CTCTTTGCCTAACAGCATCTCCT3'  R:5'CGT***TCTAGA***GCAATAAACACATTCTGTCGGG3' | 60 | 752 |

# Supplementary material for: Let-7b regulates the expression of the growth hormone receptor gene in deletion-type dwarf chickens
**Source:** BMC Genomics. 2012 Jul 10;13:306. doi: 10.1186/1471-2164-13-306

Figure S1. The JAK-STAT signaling pathway with *GHR* gene involved in KEGG links the genome information with gene function. The pathway includes 111 genes in total.

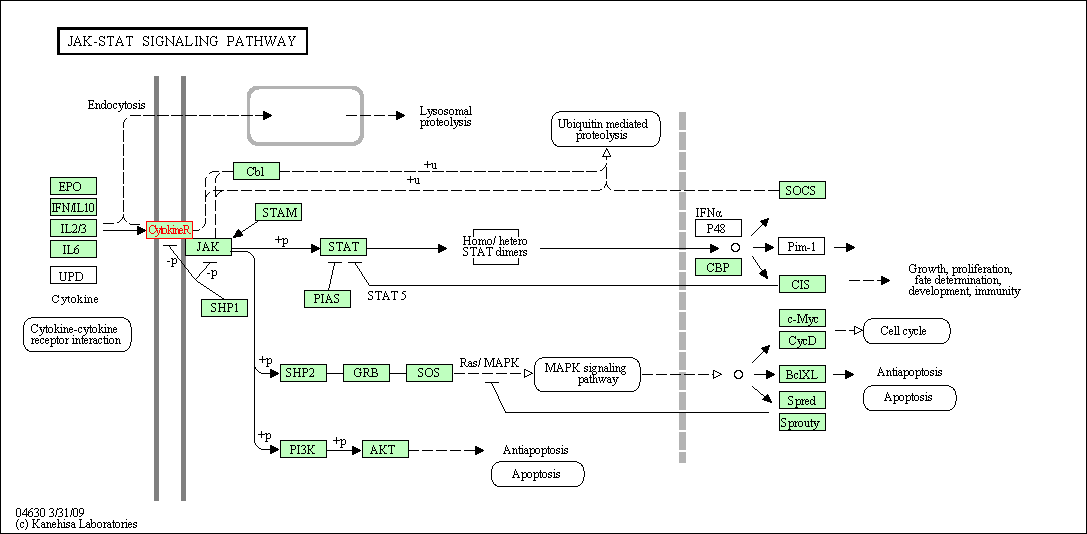

**Supplement:** Additional file 6 — Table S4. Sequences of primers used for qRT-PCR.

How the deposited data were processed for this re-analysis (not part of the article)

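The data were 3 two-colour miRNA arrays of leg muscle from 7-week-old chickens, each comparing 1 pool of RNA from dwarf chickens with 1 pool from normal chickens. The embryo arrays, the mRNA arrays, the quantitative PCR and the luciferase assays of the paper were not analysed here. Which pool carried which dye was taken from the sample records, and the pool names written above the columns of each file matched them. Arrays 1 and 3 had the dwarf pool in Cy5 and array 2 had it in Cy3. Each array is 1 replicate, and no pool was hybridized on more than 1 array.

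The arrays were run by a service provider, and the authors deposited the mean intensity of every spot in each dye, on a linear scale and not corrected for background. The other columns of these tables are not brightness values and were not used. The authors also deposited a table with 1 log2 ratio per miRNA and array, made after background subtraction and LOWESS as the paper describes. How the repeated spots were combined in it was not found in the paper's text. Its direction was found by comparison with the scanned intensities, and its scale and centring were left as given. These log2 values were used only as an alternative.

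The calculations were made in R 4.3.3 with limma 3.58.1. Because no local background stands beside the spots, the background of each array and dye was estimated by a robust loess surface of the log2 intensity over row and column (span 0.3, degree 1) through the miRNA spots. The empty spots were not used for it because in Cy3 they lay below the typical miRNA spot, with medians of 654, 288 and 632 against 837, 309.7 and 707. This estimate was chosen after the structure of the files and the authors' log2 ratios, those of let-7b included, had been seen, and before any ratio was calculated from the scanned intensities. For ratios, normexp with an offset of 50 was fitted on all spots, and loess (span 0.3, 4 iterations) was fitted within each array on the miRNA spots alone. The 6 spots of each miRNA were averaged on the log2 scale, array 2 was turned, and control spots were left out of the tests. For signals, the background was subtracted, the loess curve was taken out of both dyes, and the arrays were brought to one median over the miRNAs above 32 in both dyes of all 3 arrays. A miRNA was called detected when its mean signal over the 3 pools was above 32, the standard of the paper, and the 97 miRNAs detected in either strain were tested. The precision is set by the 3 arrays. A signal of 32 is close to the noise in Cy3, where the median absolute deviation of the background-subtracted spots was 35.9, 12.8 and 30.9 on the 3 arrays, against 3.25, 2.71 and 4.31 in Cy5.

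The mean log2 ratio was tested against 0 by limma (lmFit and eBayes), with the Benjamini-Hochberg adjustment and a threshold of 0.05. The counts at an unadjusted p under 0.05 and under 0.01 are given beside it, since the paper's methods name 0.01 and its Table 1 holds larger values. The exact sign-flip permutation test of 3 ratios and the exact permutation test of 3 pools against 3 were used for single miRNAs, both two-sided. Their smallest p are 0.25 and 0.1, so neither can pass 0.05. The miRNAs named are the let-7 and miR-128 probes, the miRNAs that the paper names as differing between strains or as predicted regulators of GHR, the 5 with the smallest p among those with the same sign on all 3 arrays (since fewer than 5 passed the threshold), and the 3 with the highest mean signal. This rule and the alternatives were fixed before the data were examined. Exceptions are named as such.

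The steps were tested on simulated data: 20 sets of 3 arrays were made from the background and signals of the real ones, with 20 miRNAs changed by 1 and 20 by 2 on the log2 scale, and with ratios that varied between arrays by an SD of 0.26. The median number of miRNAs tested was 85. Of the 400 miRNAs changed by each size over all sets, 346 of those changed by 1 and 386 of those changed by 2 passed the standard for detection and were tested. Of the tested ones limma found 84.4% and 95.1%, which is 73% and 91.8% of all that were changed, with 4.08% of its calls false. Recovered log2 fold changes were 0.59 of the true ones in the median, and 0.94 for miRNAs with a signal above 1000, because the offset draws dim miRNAs toward 0. The arrays in the simulation varied alike for all miRNAs, which the real ones did not. The SD of 0.26 is a median, and real SDs lay on both sides of it, at 0.93 for let-7i and 1.12 for miR-499. It was measured after normexp with its offset but put in before that step, which draws dim ratios toward 0. No trend with GC content was simulated either. The simulated spread of dim miRNAs was therefore likely too small, and the shares found are likely too high for the real arrays.

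The alternatives covered the background correction, the normalization within and between arrays, the summary of spots, the filter on dim miRNAs, a dye term, the pairing by array, the methods' t-test, leaving out each array, and the authors' log2 ratios. Added after seeing the data were a background from the empty spots, a linear trend with GC content taken out of each array, the methods' t-test on the authors' log2 ratios, and the methods' t-test with the trend with GC content taken out. When the variances of the miRNAs spread no more than chance gives, limma takes 1 common variance for all of them, and the fits in which it did so are named beside their calls. Gene names come from a table of the assembly bGalGal1.mat.broiler.GRCg7b. Because the array tables name no genome build, no coordinates are given.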

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

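The tests of saturation, dye bias, spot noise, GC content and chance in this part were chosen only after the result was seen.

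The 2 miRNAs with the highest mean signal at 7 weeks were miR-1a and miR-26a. The paper's text names neither under these names, although it cites other studies of miR-1 in muscle, and gives no level of either, and they are listed here because their signal lay above the background. The signal of miR-1a was 23443 ± 9279 (SD, n = 3 pools) in dwarf chickens and 24640.3 ± 6260.5 in normal chickens, and that of miR-26a 16214 ± 4664 in dwarf chickens and 17125 ± 2326 in normal chickens. The brightest empty spot had a background-subtracted signal of 185. Saturation of whole spots at the limit of a 16-bit scanner is argued against, since 0 of their spots read at that value and the brightest read 36726. The values are means over a spot, so saturation of a part of a spot cannot be excluded. After normexp and loess, both miRNAs had log2 ratios below 0 on all 3 arrays. The means were -0.43 for miR-1a and -0.36 for miR-26a (adjusted p = 0.636 and 0.805, limma). By the signals, both were lower in the dwarf pool on 2 of the 3 arrays and higher on array 3. The authors' log2 ratios of array 3 were also above 0, at 0.28 for miR-1a and 0.38 for miR-26a. With median centring in place of loess both means turned to 0.20, so no direction is settled. The difference between strains stays open as a biological explanation and was not tested further.

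The name miR-499 is not in the paper's text. Its signal was 290 ± 209 (SD, n = 3 pools) in dwarf chickens, above the brightest empty spot, and 34.8 ± 33.6 in normal chickens, with overlapping pools (two-sided exact permutation test, p = 0.2, where the smallest p is 0.1). The log2 ratio was 0.10 on array 1, 2.15 on array 2 and 1.93 on array 3. A dye bias is argued against, because the dwarf pools of arrays 2 and 3 carried opposite dyes and the lower of the 2 turned ratios was 1.93. Noise between spots is argued against, because the ratios from the odd and from the even spots differed by at most 0.13 on these arrays. A trend with GC content is argued against, because with that trend taken out the log2 fold change was 1.37, with a standard error of 0.50 from its own 3 ratios, and the ratios of arrays 2 and 3 were 1.92 and 1.82. Chance among the 97 miRNAs tested stays open. The adjusted p was 0.559 (limma), it was under 0.05 in 4 of 22 alternatives, and it ranged over them from 5.6e-07 to 0.997. All 4 came from fits in which limma used 1 common variance for all miRNAs, while the ratios of miR-499 had an SD of 1.12 between arrays, and the methods' t-test paired by array gave an adjusted p of 0.874. The small values therefore overstate the evidence. Under the alternatives all 22 log2 fold changes were above 0, from 0.74 to 2.49. Some of the 22 kept the main value by construction, with another filter or test on the same ratios, so this count overstates the stability. Without array 1 the log2 fold change was 2.04, without array 2 it was 1.02, and without array 3 it was 1.13, so the change lay on arrays 2 and 3. The adjusted p was 5.6e-07 without array 1, 0.774 without array 2 and 0.0122 without array 3, so the call depends on which array is left out. A difference between the strains may also explain it.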

How the results depend on the processing

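The background from the empty spots, the trend with GC content (by limma and by the methods' t-test) and the methods' t-test on the authors' log2 ratios were chosen after seeing the data, and the other alternatives before the data were examined.

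No miRNA passed an adjusted p of 0.05 by limma, with 6 at an unadjusted p under 0.05, and under 19 of 23 alternatives the count was also 0. It was 1 with a mean signal above 100 required (miR-499) and 4 with the trend with GC content taken out (miR-499, miR-1623, miR-1599 and miR-122, of which miR-1599 and miR-122 lie outside the naming rule and were named after their values were seen). With each array left out in turn it ranged from 0 to 2, with miR-499 without array 1, and miR-499 and miR-1623 without array 3. In all 4 of these fits limma used 1 common variance for all miRNAs, so that the spread of a miRNA between arrays was not weighed. With the trend with GC content taken out and the methods' t-test, which weighs it, the count was 0, with 3 at an unadjusted p under 0.05 and an adjusted p of 0.780 for miR-499 and miR-1623. The count at an unadjusted p under 0.05 was 12 without background correction, 20 with all 542 miRNAs tested, 0 without normalization within arrays, 2 without array 2, and 1 with the methods' t-test unpaired. With no replicate block, that is with pools unpaired, it was 2, and no call changed. The deviations of the 2 pools of one array correlated at 0.70, 0.65 and -0.086 on the 3 arrays. Of the 97 miRNAs, 66 had a log2 fold change above 0, against 47 with loess fitted on the detected miRNAs and 50 with median centring. The count was 56 of 95 with plain background subtraction, 34 of 62 with a mean signal above 100, and 38 of 66 with a signal above 32 in every pool. It was 5 of 97 without normalization within arrays, where the median log2 fold change was -0.59 against 0.068. With all 542 miRNAs tested it was 244, and the median log2 fold change was -0.0066. The 97 include 19 miRNAs detected only in dwarf chickens and 0 detected only in normal chickens, so the filter may favour values above 0.

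Neither let-7b nor miR-128 passed the threshold under any of the 23 alternatives. The adjusted p ranged from 0.721 to 0.997 for let-7b and from 0.775 to 0.997 for miR-128. The log2 fold change of let-7b, 0.044, kept its sign in 20 alternatives and reversed in 3, to -0.11 without normalization within arrays, to -0.00077 with a dye term, and to -0.083 without array 1. With each array left out it ranged from -0.083 to 0.13. For miR-128, -0.12, it reversed in 1, to 0.11 with median centring, and ranged from -0.18 to -0.043 with each array left out. Some alternatives could not change a sign, since by construction they left every log2 fold change as it was. These were Aquantile, the filters on dim miRNAs, the fit with no replicate block, and the methods' t-test on log2 values, paired or unpaired. The authors' log2 ratios and the ratios with the trend with GC content taken out each counted under limma and under the t-test. The count of 20 therefore overstates how stable the sign of let-7b was.

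Among the other named miRNAs, reversals of sign were as follows, none of them past the threshold, and the cause was not tested. Without normalization within arrays, let-7c turned to -0.086, let-7d to -0.62, let-7g to -0.35, let-7i to -0.26, let-7k to -0.65, miR-181b to -0.20, miR-15c to -0.70, miR-100 to -0.0093 and miR-3523 to -0.51. Median centring turned let-7a to 0.36, let-7d to -0.019, let-7f to 0.30, let-7k to -0.046, miR-15c to -0.10, miR-16 to 0.056, miR-16c to 0.014, miR-1a to 0.20, miR-26a to 0.20 and miR-133c to 0.28. Plain background subtraction gave 0.067 for let-7a, 0.012 for let-7f, -0.059 for let-7g and -0.19 for miR-15c. No background correction gave 0.091 for let-7f and -0.0077 for miR-15c. Loess on the detected miRNAs gave 0.017 for let-7a, 0.038 for let-7f, -0.0012 for let-7g and -0.037 for miR-15c. The dye term gave 0.031 for let-7f, the methods' t-test on linear signals 0.12 for let-7f and -0.011 for miR-15c, and the background from the empty spots 0.00028 for let-7f. In the authors' log2 ratios, by either test, let-7a was 0.074, let-7f 0.020, let-7g -0.18 and miR-15c -0.051. With each array left out, the range was -0.21 to 0.025 for let-7a, -0.30 to 0.36 for let-7f, -0.079 to 0.60 for let-7g, -0.27 to 0.65 for let-7i, -0.11 to 0.090 for miR-15c, -0.42 to 0.25 for miR-16, -0.22 to 0.074 for miR-16c and -0.70 to 0.048 for miR-133c.

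The signal of let-7b in normal pools moved from 6214 to 7513 with normexp, above the 7300.2 of the dwarf pools, the reverse of the order with plain subtraction. For miR-128, normexp moved the signal in dwarf pools from 1205 to 1536 and that in normal pools from 1396 to 1638, and no normalization moved the dwarf pools to 1480.3. Without the pairing by array, the pools overlapped under every alternative (exact permutation p from 0.3 to 0.9 for miR-128 and from 0.7 to 0.9 for let-7b). Within arrays, let-7b was higher in the dwarf pool on 3 of 3 arrays with plain subtraction, with or without scaling between arrays, on 2 with the background from the empty spots, and on 1 with normexp and without normalization. For miR-128, the dwarf pool was lower on 3 of 3 arrays under all of these but no normalization, where it was lower on 2. The exact sign-flip permutation test of 3 arrays cannot give a p under 0.25, so a small difference between the strains is neither shown nor excluded. The number of miRNAs detected in dwarf chickens moved from 97 to 59 with a mean signal above 100, and ranged from 85 to 117 with each array left out. In normal chickens it stayed within 57 and 95, against 78. With the empty spots as background both strains had 95. Signal over background limits these counts, since a signal of 32 is near the noise of the Cy3 dye.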

Differences from the paper's values

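Of the numbers and shares of miRNAs detected, the mean signals and the folds that the paper states for the 7-week-old chickens, none differed from the value found here by more than both the replicate error and 1.5 times. Counts, shares and folds had no replicate error in this rule, so for them it was 1.5 times alone. The paper's folds lie within 1.5 times of no change, so the rule cannot tell them from no change. Folds in the reverse direction also passed it, at 1.08 for let-7b without normalization within arrays and 0.928 for miR-128 with median centring. The errors and the p-values of its Table 1 were not compared by this rule. The 542 miRNAs of the array match the number in the methods. For the number of miRNAs detected, the paper's values are 115 in dwarf and 116 in normal chickens, and those found here were 97 and 78. The count in dwarf chickens came closest to the paper's without array 2, at 117, and the highest count in normal chickens was 95, with the background from the empty spots, a setting chosen after seeing the values. Of the alternatives set before the data were examined, the difference was over 1.5 times in dwarf chickens with a signal above 32 in every pool and with a mean signal above 100, and in normal chickens with these 2, with a signal above 32 in at least 2 of the 3 pools, and without array 3.

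For the signals, the paper's values are 6992 (error 299) in dwarf and 6137 (error 345) in normal chickens for let-7b, and 1177 (error 99) and 1455 (error 108) for miR-128. The paper's text does not say whether its errors are SD or SEM. The means found here were 7076, 6214, 1205 and 1396. The SDs between pools found here, 1868, 962, 167 and 178, were larger than the paper's errors. If those errors are SEM, which are smaller than SDs, this comparison overstates the gaps, and that of miR-128 may close. The paper's folds of normal over dwarf chickens are 0.88 for let-7b and 1.24 for miR-128, against 0.970 and 1.09 from the ratios here. The authors' deposited log2 ratios gave 0.877 and 1.24, and plain background subtraction gave 0.891 and 1.16.

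The paper lists let-7b and miR-128 as different between dwarf and normal chickens at 7 weeks of age. Its p-values from the arrays are 0.0477 for let-7b and 0.0487 for miR-128. The caption of its qPCR figure also gives let-7b as significantly up-regulated, and the qPCR was not analysed here. Neither was past the threshold here, and no setting called either of them or gave an unadjusted p under 0.05 for either. The smallest unadjusted p for let-7b over the alternatives was 0.109, with median centring, and for miR-128 it came with the last setting named here. On the authors' own log2 ratios, the methods' t-test paired by array, chosen after seeing the values, gave an unadjusted p of 0.138 for let-7b and 0.107 for miR-128, and an adjusted p of 0.808 for both.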

Other observations

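The tests of spot noise, dye bias, GC content, pools and let-7 sequence in this part were chosen only after the result was seen, while the test on the signs of the arrays was written down before its result was seen.

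The ratios of the 3 arrays had little in common. Between arrays the correlation over the 97 miRNAs tested was at most 0.16, and in the authors' log2 ratios it was -0.055, 0.15 and 0.033 over the same miRNAs and -0.19, 0.36 and -0.31 over all 542, for arrays 1 and 2, 1 and 3, and 2 and 3. The dyes are given in the sample records and above the columns, so the direction of array 2 was kept. Noise between spots is argued against as the cause, because within 1 array the ratios from the odd and from the even spots of each miRNA correlated at 0.93 or higher. A dye bias of each miRNA common to the arrays is argued against as the main cause for the 97 miRNAs in the ratios calculated here. Arrays 1 and 3 had the same dyes, yet their Cy5 over Cy3 ratios correlated at -0.032 (95% interval -0.23 to 0.17). In the authors' log2 ratios a weak dye bias of these miRNAs stays open (0.15, 95% interval -0.055 to 0.34). Over all 542 miRNAs, the authors' log2 ratios had the pattern that a common dye bias gives, since as Cy5 over Cy3 they correlated at 0.19 between arrays 1 and 2, at 0.36 between arrays 1 and 3 and at 0.31 between arrays 2 and 3. Most of these miRNAs were not detected, and the ratios calculated here had no such pattern over them. A trend with the GC content of the miRNA may account for part of the difference. The ratio of array 1 minus that of array 3 rose with GC content (Spearman's rho 0.46, Pearson's r 0.34, permutation p = 1e-04, the smallest that 10000 permutations can give), as the ratio itself did on array 1 (rho 0.44), while it fell on array 2 (rho -0.20) and array 3 (rho -0.30). In the authors' log2 ratios the values of rho were 0.51, -0.22 and -0.25. GC content is argued against as the whole cause, because with the trend taken out the highest correlation between arrays was 0.13, and 11.8% of the variance of the difference went with GC content. Differences between the RNA pools stay open. Since 0 pools were hybridized on more than 1 array, a difference between pools and one between hybridizations cannot be told apart.

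With 3 arrays, chance cannot be excluded for the number of miRNAs at an unadjusted p under 0.05. Turning the sign of none or 1 of the arrays gives 4 patterns, and 2 of the 4, the real one included, gave at least the 6 miRNAs of the real one. With array 1 turned there were 9.

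Among the 8 let-7 probes, it was tested whether probes of similar sequence had similar ratios, as reading of one member by the probe of another would give. Over 28 pairs of probes, the number of base differences and the difference in ratios had a Spearman's rho of 0.29 (exact permutation test over 40320 orders of the probes, one-sided p = 0.0753), and 0.30 with the trend with GC content taken out (one-sided p = 0.0883). The difference in GC content had a rho of -0.10 (exact permutation test, one-sided p = 0.656). Neither explanation is decided by 8 probes, so cross-hybridization stays open for the family as a whole, although in no pool was the signal of let-7k above 2.92% of that of let-7f, or that of let-7d above 1.17% of that of let-7a. No biological explanation was tested for this pattern.

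The paper reports miR-1623 and miR-181b as lower in dwarf than in normal embryos. At 7 weeks of age the signal of miR-1623 was 260.3 ± 118 (SD, n = 3 pools) in dwarf chickens and 102 ± 39.6 in normal chickens, and that of miR-181b was 269.8 ± 33.3 and 202 ± 19.5. For both, every dwarf pool was above every normal pool (two-sided exact permutation test, p = 0.1, the smallest possible), and chance separates the strains in one direction or the other for 10% of miRNAs. The log2 fold changes were 0.87 and 0.39 (adjusted p = 0.559 and 0.636, limma). The sign of miR-1623 was the same under all alternatives, some of which could not change it by construction. The log2 fold change of miR-181b turned to -0.20 without normalization within arrays. For the miRNAs that the paper names as predicted regulators of GHR, the log2 fold changes were 0.019 for miR-15c, -0.12 for miR-16 and -0.098 for miR-16c (adjusted p = 0.96, 0.94 and 0.929, limma). Of the 3 brightest miRNAs, miR-133c had signals of 14528 ± 11436 in dwarf and 13004 ± 4014 in normal chickens. Its log2 ratios were 0.66, -0.56 and -0.84 on arrays 1, 2 and 3. The signals of its dwarf pools were 27714, 8558 and 7312 on these arrays, so the dwarf mean rests largely on array 1.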
